# Tristetraprolin disables prostate cancer maintenance by impairing proliferation and metabolic function

**DOI:** 10.18632/oncotarget.13128

**Published:** 2016-11-05

**Authors:** Anders E. Berglund, Kristen E.N. Scott, Weimin Li, Chunying Yang, Mario R. Fernandez, Franz X. Schaub, John L. Cleveland, Robert J. Rounbehler

**Keywords:** prostate cancer, tristetraprolin, TTP, metabolism, proliferation

## Abstract

Tristetraprolin (TTP) is an RNA-binding protein that post-transcriptionally suppresses gene expression by delivering mRNA cargo to processing bodies (P-bodies) where the mRNA is degraded. TTP functions as a tumor suppressor in a mouse model of B cell lymphoma, and in some human malignancies low *TTP* expression correlates with reduced survival. Here we report important prognostic and functional roles for TTP in human prostate cancer. First, gene expression analysis of prostate tumors revealed low *TTP* expression correlates with patients having high-risk Gleason scores and increased biochemical recurrence. Second, in prostate cancer cells with low levels of endogenous TTP, inducible TTP expression inhibits their growth and proliferation, as well as their clonogenic growth. Third, TTP functions as a tumor suppressor in prostate cancer, as forced TTP expression markedly impairs the tumorigenic potential of prostate cancer cells in a mouse xenograft model. Finally, pathway analysis of gene expression data suggested metabolism is altered by TTP expression in prostate tumor cells, and metabolic analyses revealed that such processes are impaired by TTP, including mitochondrial respiration. Collectively, these findings suggest that TTP is an important prognostic indicator for prostate cancer, and augmenting TTP function would effectively disable the metabolism and proliferation of aggressive prostate tumors.

## INTRODUCTION

Tristetraprolin (TTP, ZFP36) is an RNA-binding protein that contains tandem CCCH zinc finger domains that bind to adenosine-uridine (AU)-rich elements located in the 3′ untranslated region (3′UTR) of many short-lived mRNAs [1]. AU-rich elements are found in numerous genes involved in tumorigenesis, including those encoding proteins that control proliferation, metabolism, immune responses, angiogenesis, and metastasis [2]. Once TTP binds to these labile mRNAs, they relocate to processing bodies (P-bodies) where the mRNA is degraded by a series of RNA decay enzymes [3]. Alterations in TTP levels can have serious biological consequences. For example, the absence of TTP in knockout mice leads to marked increases in *tumor necrosis factor-α* (*TNFα*) mRNA, which provokes a severe autoimmune disease marked by runting, cachexia, arthritis, and dermatitis [4].

Notably, several lines of evidence indicate that TTP can have profound effects on tumor growth and development. First, in the Eμ-*Myc* transgenic mouse model of B cell lymphoma, TTP functions as a tumor suppressor that impairs the development of lymphoma, and disables maintenance of the malignant state [5]. Second, in colon cancer silencing TTP provokes increases in the expression of *COX-2* and *VEGF*, which enhance colon tumorigenesis [6, 7]. Third, *TTP* is commonly lost in cervical cancer and this is linked to the destruction of the p53 tumor suppressor, as TTP binds to and destabilizes the mRNA encoding the ubiquitin ligase E6-AP [8]. Fourth, in breast cancer depletion of *TTP* augments levels of IL-16, which promotes monocyte and macrophage tumor infiltrates and tumor progression [9]. Fifth, low TTP levels in mutant *BRAF^V600E^*-driven melanoma triggers increased levels of IL-8 (CXCL8), tumor growth, and angiogenesis [10]. Finally, low TTP levels in human pancreatic cancer, breast cancer, and lung adenocarcinoma correlate with advanced tumor stage and reduced survival rates, suggesting that low TTP levels are a poor prognostic indicator for cancer patients [11, 12].

In the United States prostate cancer is the most common non-skin malignancy and the second leading cause of cancer deaths in men [13]. However, most men diagnosed with prostate cancer will not die from this disease. Thus, there is a critical need to define the molecular differences between indolent and aggressive prostate tumors. Previous analyses of a human prostate cancer dataset have suggested that metastatic tumors express lower levels of *TTP* than primary tumors [14]. Further, a gene signature generated using The Cancer Genome Atlas (TCGA) for tumors with low *TTP* expression shares significant similarities to the genes that are differential expressed between prostate cancer patients with higher-risk Gleason score 8-10 tumors versus those with lower-risk Gleason score 5-6 tumors [11].

Given these findings we hypothesized that low levels of TTP expression are required for aggressive prostate cancer growth and proliferation. Indeed, here we report that low *TTP* mRNA levels are a poor prognostic indicator for primary prostate cancer patients. Further, TTP functions as a tumor suppressor that impairs prostate cancer cell growth *ex vivo* and tumorigenicity *in vivo*. Finally, the tumor suppressor functions of TTP are linked to marked alterations in prostate cancer cell metabolism. Thus, TTP is a potential biomarker and critical regulator of prostate cancer.

## RESULTS

### Low *TTP* expression is a poor prognostic indicator for human prostate cancer patients

To determine if reduced levels of *TTP* mRNA might be a hallmark of aggressive prostate cancers we initially analyzed a gene expression dataset of 131 primary and 19 metastatic human prostate cancer samples (GSE21034) [15]. Indeed, these analyses revealed that metastatic prostate tumors have lower *TTP* levels than primary tumors (Figure 1A), in accord with findings of others using a different prostate cancer dataset [14]. As part of standard prostate cancer prognosis, patients undergo a tumor biopsy that is examined and graded by a pathologist to determine the tumor stage and Gleason score, which provides a general indication of the risk that the tumor poses to the overall health of the patient. Analysis of *TTP* expression in the primary tumors in this dataset revealed that high-risk Gleason score 8 and 9 prostate tumors, as well as intermediate-risk Gleason score 7 tumors, have lower levels of *TTP* than low-risk Gleason score 6 prostate tumors (Figure 1B). Finally, the patients with primary prostate cancer were separated into two groups, *TTP-*High and *TTP*-Low, based on the median *TTP* expression level in this dataset. These two cohorts were then analyzed for their rate of biochemical recurrence (BCR), an early indication that prostate cancer might relapse, which is defined in the GSE21034 dataset as PSA ≥ 0.2 ng/ml on two occasions. Patients in the *TTP-*Low cohort had a substantially increased rate of BCR compared to *TTP*-High patients (Figure 1C), suggesting that *TTP*-Low patients might have an increased risk of tumor relapse. Collectively, these studies show that low *TTP* expression in prostate cancer is associated with more aggressive tumors, and they suggest that *TTP* is potentially an important diagnostic biomarker for prostate cancer.

**Figure 1:**
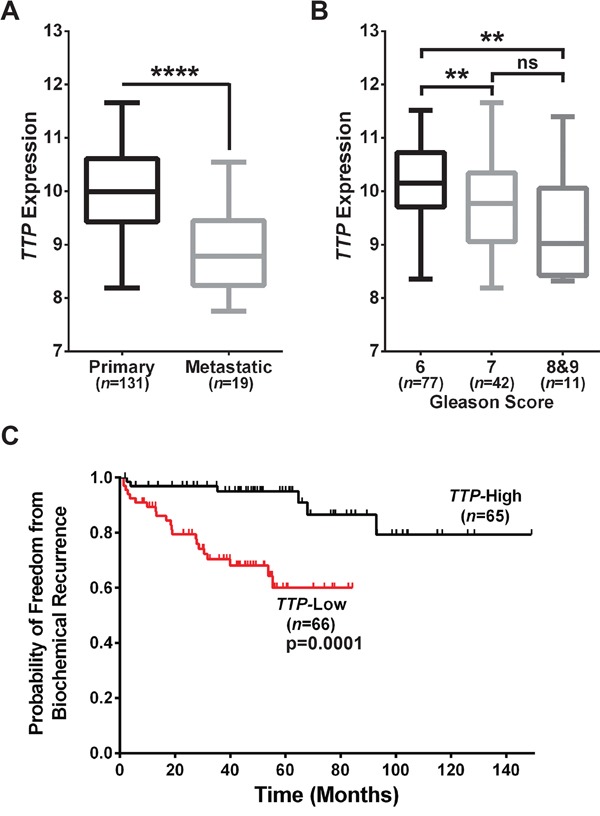
Low *TTP* expression connotes poor prognosis for human prostate cancer patients **A.** Comparison of *TTP* expression in primary versus metastatic prostate tumors (****p<0.0001, Mann-Whitney test). **B.** *TTP* expression in tumors from Gleason Score 6, Gleason Score 7, and Gleason Scores 8&9 primary prostate cancer patients (**p<0.01, Mann-Whitney test; ns, not significant). **C.** Analysis of biochemical recurrence in primary prostate cancer patients separated into *TTP*-High and *TTP-*Low cohorts based on median *TTP* expression levels (p=0.0001, Mantel-Cox log-rank test). Data provided in GEO Dataset GSE21034 [15] was used for all of the analyses in this figure. Error bars in (A) and (B) indicate maximum to minimum values for all samples in each group.

### TTP impairs the growth and proliferation of prostate cancer cells

Primary prostate epithelial cells (PrEC) and two human prostate cancer cell lines, DU145 and PC-3, were compared for levels of TTP mRNA and protein. Quantitative real-time PCR (qRT-PCR) analysis found that PrEC express significantly higher levels of TTP than the two prostate cancer cell lines (Figure 2A). In addition, PC-3 cells express lower levels of TTP mRNA and protein than PrEC and DU145 cells (Figure 2A and 2B). Thus, PC-3 cells provide an *in vitro* model for prostate cancer with low *TTP* expression.

**Figure 2:**
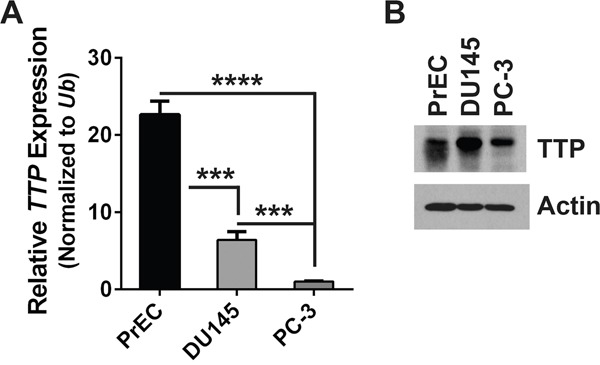
PC-3 cells are a model of human prostate tumors that express low levels of TTP **A.** qRT-PCR analysis of *TTP* expression in primary prostate epithelial cells (PrEC) and prostate cancer cell lines DU145 and PC-3. Results were normalized to levels of *Ubiquitin* (*Ub*) mRNA. Standard error bars are provided (*n*=3; ***p<0.001, ****p<0.0001, Student's t-test). **B.** Immunoblot blot analyses of TTP and Actin protein levels in PrEC, DU145, and PC-3 cells.

In lymphomas arising in the Eμ-*Myc* transgenic mouse, a model of human B cell lymphomas with *MYC* involvement, expression of TTP provokes growth arrest [5]. To test the biological effects of TTP in prostate cancer, PC-3 cells were transduced with a reverse tetracycline-inducible (Tet-On) expression system, to allow for inducible TTP expression following the addition of doxycycline (Dox) to the cell culture media. First, PC-3 cells were infected with a pRetroX-Tet-On-Advanced retrovirus that contains the gene for the advanced reverse tetracycline transactivator (*rtTA^2^*), and infected cells were selected for by culturing in G418 containing medium. Then, PC-3-expressing rtTA^2^ cells were infected with either a pRetroX-Tight-pPGK-*tdTomato* (*tdTom*) or a pRetroX-Tight-*TTP*-pPGK-*tdTomato* (*TTP-tdTom*) retrovirus, and transduced cells were sorted by flow cytometry for tdTom expression. To confirm that differences found using this system were generalizable effects of TTP, DU145 cells were also transduced to have Dox-inducible expression of TTP using the same rtTA^2^ expression system described above for PC-3 cells. Following expansion in culture, both of these prostate cancer cell lines were tested for their ability to induce TTP expression following Dox treatment. Notably, Dox treatment of PC-3 and DU145 cells engineered to express rtTA^2^ + TTP both displayed a robust induction of both TTP mRNA and protein (Figure 3A and 3B).

**Figure 3:**
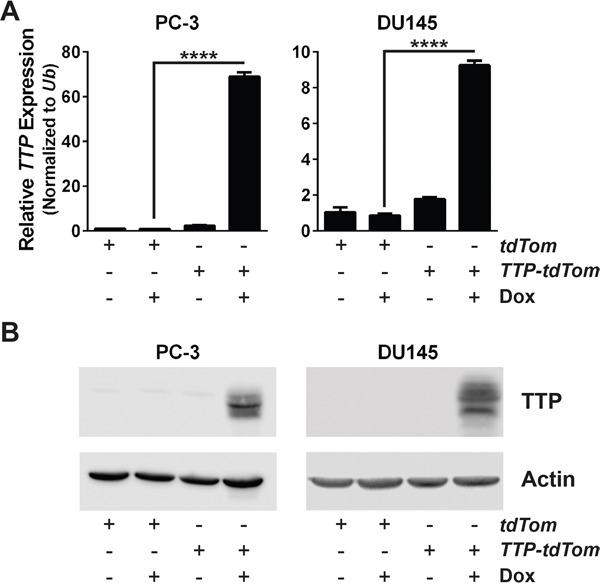
An inducible expression system increases TTP RNA and protein levels in prostate cancer cells **A.** qRT-PCR analysis of *TTP* mRNA levels in PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* either untreated or Dox-treated for 48 hr. Results were normalized to levels of *Ub* (*n*=3; ****p<0.0001, Student's t-test). **B.** Immunoblot analyses of TTP and Actin levels in PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* either untreated or Dox-treated for 48 hr.

To assess potential effects of TTP on the growth of prostate cancer cells, growth curve assays were performed in triplicate for both cell lines. These analyses showed that the induction of TTP expression led to an immediate cessation of PC-3 cell growth and a significant impairment of DU145 cell growth (Figure 4A). The decrease in PC-3 cell growth was associated with decreased rates of DNA synthesis as shown by the reduction of BrdU positive cells following TTP induction (Figure 4B), and cell cycle analyses indicated that growth arrest was associated with an increased percentage of cells in G_1_ phase and a corresponding decrease of cells in the S and G_2_ phases (Figure 4C). However, the apoptotic index was not augmented by the induction of TTP in either prostate cancer cell line (Supplementary Figure S1). Further, TTP-induced growth arrest was not due to the induction of senescence as cells removed from Dox treatment resumed their normal rates of growth, and there were no increases in β-galactosidase activity in PC-3 cells following TTP induction (Supplementary Figure S2A and S2B). Thus, as observed in mouse B cell lymphomas [5], TTP disables maintenance of the malignant state of prostate cancer cells by provoking a growth arrest response.

**Figure 4:**
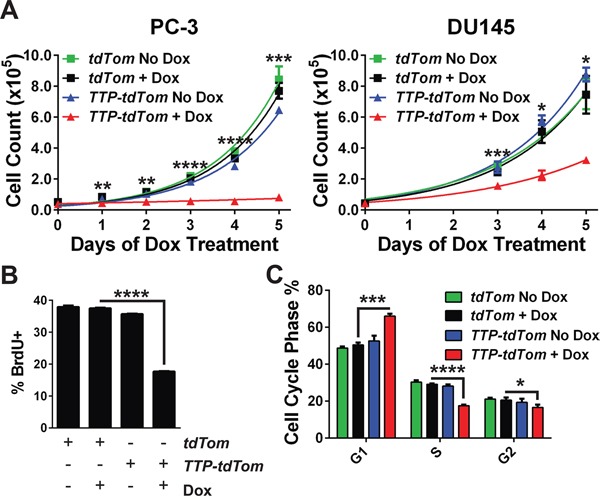
TTP impairs prostate cancer cell growth **A.** Growth of PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* after seeding in medium containing Dox. The average number of cells for each cell line was determined daily (*n*=3; **p<0.01, ***p<0.001, ****p<0.0001, Student's t-test). **B.** Proliferation of PC-3 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* that were untreated or Dox-treated for 48 hr, was determined by pulse-labeling with BrdU and flow cytometry analyses (*n*=3; ****p<0.0001, Student's t-test). **C.** Cell cycle distribution of PC-3 cells expressing *rtTA^2^* + *tdTom* versus *rtTA^2^* + *TTP* + *tdTom* was determined 48 hours after the addition of Dox. Cells were stained with DAPI and analyzed by flow cytometry (*n*=3; *p<0.05, ***p<0.001, ****p<0.0001, Student's t-test). Error bars provided indicate standard error.

### TTP impairs the tumorigenicity of prostate cancer cells

To test if TTP would impair the tumorigenic potential of prostate tumor cells to grow as clonogenic colonies *ex vivo*, PC-3 and DU145 cells expressing rtTA^2^ + tdTom or rtTA^2^ + TTP + tdTom were each plated at low density and observed for colony formation. In both PC-3 and DU145 cells expressing rtTA^2^ the ability to form clonogenic colonies was unaffected by the addition of Dox. In contrast, TTP induction markedly hindered the clonogenic potential of PC-3- and DU145-expressing rtTA^2^ + TTP + tdTom cells (Figure 5A and 5B). Furthermore, to test if TTP expression would impair tumorigenicity *in vivo*, PC-3 cells expressing rtTA^2^ + tdTom or those expressing rtTA^2^ + TTP + tdTom were subcutaneously injected into *Nude* mice. After 3 days, the mice were switched to a diet containing Dox and tumor progression was monitored by IVIS imaging for tdTom. PC-3 tumors expressing rtTA^2^ + tdTom grew rapidly. In contrast, PC-3 tumors expressing rtTA^2^ + TTP + tdTom had significantly reduced rates of tumor growth (Figure 6A and 6B). Thus, TTP is a tumor suppressor of prostate cancer.

**Figure 5:**
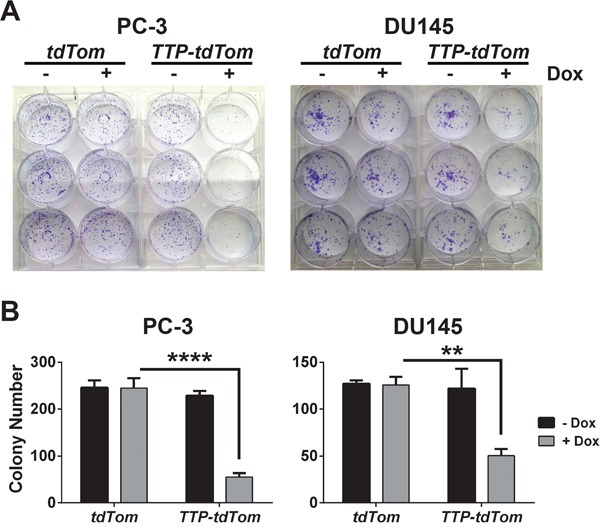
TTP impairs the clonogenic growth of prostate cancer cells **A.** Clonogenic growth assay of PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* cells +/− Dox. **B.** Average number of colonies per well for each condition (*n*=3) of the clonogenic growth assay in (A) is shown (*n*=3; **p<0.01, ****p<0.0001, Student's t-test). Error bars indicate standard error.

**Figure 6:**
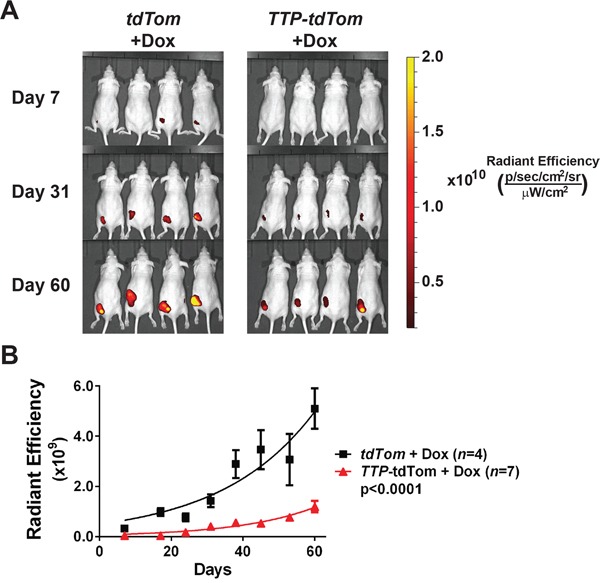
TTP impairs the tumorigenicity of PC-3 cells **A.** Fluorescence images of tumor xenografts in *Nude* mice injected subcutaneously with PC-3 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom*. All mice were switched to diet containing Dox three days after transplant. **B.** Average tumor size (radiant efficiency [(p/sec/cm^2^/sr)/(μW/cm^2^)]) was measured weekly for tumor xenografts shown in (A) (p<0.0001, two-way ANOVA). Error bars indicate standard error.

### TTP impairs the metabolic functions of prostate cancer cells

To gain insights into the mechanism by which TTP blocks prostate cancer cell growth we performed RNA sequencing (RNA-Seq) analyses. To determine the earliest time that TTP protein could be detected in these cells, PC-3 cells expressing rtTA^2^ + TTP + tdTom cells were treated with Dox across a time course. Immunoblotting determined that TTP protein was readily detected by four hours post-Dox treatment (Figure 7A). RNA was then collected from rtTA^2^ + tdTom- or rtTA^2^ + TTP + tdTom-expressing PC-3 cells treated with Dox for four hours for RNA-Seq analysis. 

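PC-3 is an established human prostate cancer cell line. In the Tet-On system the rtTA transactivator drives the transgene only in the presence of doxycycline (Dox), and both groups received Dox, so that they differed by the TTP transgene. RNA-Seq was performed on 6 samples, 3 tdTom and 3 TTP-tdTom, collected after 4 hours in 300 ng/ml Dox. According to the methods, strand-specific paired-end reads were aligned with Tophat2 to Hs37D5, which is the GRCh37 assembly with decoy sequence, and expression was calculated with Cufflinks. The authors' deposited table holds 1 FPKM value per group (fragments scaled to transcript length and to the mapped fragments of the library) at each of 406165 assembled loci, with a log2 fold change, a p-value and a q-value. Values of the single samples were not analysed here, so the spread between replicates is not given and the only error is in the authors' p and q. The methods state the number of read pairs per sample that the runs aimed for. The number reached, and the fragments behind each value, cannot be read from FPKM values, which hold no counts. At loci of 400 bases without a gene symbol, the 452 non-zero FPKM values of the tdTom group were 452 different numbers, so that no step of a single fragment could be read from them. The authors' test covered 277790 loci, left out 128372 and stopped at 3 with too much data. A gene symbol stood at 30218 loci and named 22934 genes, while 375947 loci, or 92.6%, had none. Where a symbol stood at several loci, the locus with the most RefSeq transcripts was used, and all fold changes are given as TTP-tdTom over tdTom. The smallest p in the authors' deposited table was 5e-05 and was shared by 8333 loci, which therefore cannot be ranked by p. ZFP36, the gene that encodes TTP, lies on chromosome 19 of GRCh37 from 39897487 to 39900052. In the authors' deposited table its FPKM was 5.56 in the tdTom group and 5.54 in the TTP-tdTom group, with a q of 0.982, so that the group labelled TTP-tdTom showed no rise at the ZFP36 locus. Whether fragments of the transgene were counted at this locus was not analysed here.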

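At a q under 0.05 in the authors' deposited table, 41371 of the 277790 tested loci differed between the tdTom and TTP-tdTom groups. Of these, 2784 carried a gene symbol and 38587 did not. The loci without a symbol were short, with a median length of 342 bases, and 26934 of them were listed at 0 in the tdTom group and 11279 at 0 in the TTP-tdTom group. Loci with an FPKM above 0 in both groups, a restriction chosen after seeing the data, made up 3153 of the 41371 calls in the authors' deposited table. The setting that moved the number most was the restriction to loci with a gene symbol or RefSeq name. With the Benjamini-Hochberg adjustment recomputed over those loci from the deposited p, 2773 had an adjusted p under 0.05. Counted once per gene symbol, at its main locus, the authors' deposited table called 2852 genes. Of the 1728 gene symbols in the 1755 rows of Supplementary Table S1, 1617 were among these 2852. The other 111 had a median q of 0.258 in the authors' deposited table, and 105 of them were lower with TTP. A further 1235 called genes were not in Supplementary Table S1. All 1755 rows of that supplement carry test identifiers with the prefix P, whereas the authors' deposited table is tested by gene locus.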

The RNA-Seq gene expression data from these two cell lines were compared, and 1755 unique gene transcripts were identified as being altered by TTP induction in PC-3 cells (Figure 7B and Supplementary Table S1). Almost all (~99%) of these genes had reduced expression levels in the PC-3 cells expressing TTP, as expected since TTP destabilizes mRNA expression [3]. Furthermore, this list of mRNAs is enriched for those previously identified as being able to be bound by TTP [16] (640 genes; p<1e^−5^, Fisher's exact test) and to have AU-rich elements in their 3′UTR [2] (597 genes; p<1e^−5^, Fisher's exact test). 

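Among the 2784 loci with a gene symbol and a q under 0.05 in the authors' deposited table, 2727 had a lower FPKM in the TTP-tdTom group and 57 a higher one, so that 98.0% were lower. Over all 41371 called loci of the authors' deposited table, 14344 were lower and 27027 higher, so that 34.7% were lower. The calls without a gene symbol, 11617 lower and 26970 higher, made this difference. In the rows of Supplementary Table S1 itself, the paper's values were lower with TTP in 1734 and higher in 21, a share of 98.8% lower. Joined by gene symbol, 1735 of the 1755 rows were lower in the authors' deposited table, and 1644 had a q under 0.05 there, of which 1630 were lower. Across 1754 of these rows the log2 fold changes of the supplement and of the authors' deposited table had a Pearson's r of 0.782 and a Spearman's rho of 0.818. In 491 rows the FPKM of both groups was identical in the supplement and the authors' deposited table, so that part of the correlation compares values with themselves; over the other 1264 rows, a setting chosen after seeing the data, Pearson's r was 0.715 and Spearman's rho 0.761. Both tables come from the same libraries, and genes are not independent replicates. Over 12027 gene symbols, called or not, with an FPKM of at least 1 in both groups, the median log2 fold change in the authors' deposited table was -0.24, whereas it was 0.59 over all 277790 tested loci.

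**Figure D1:**
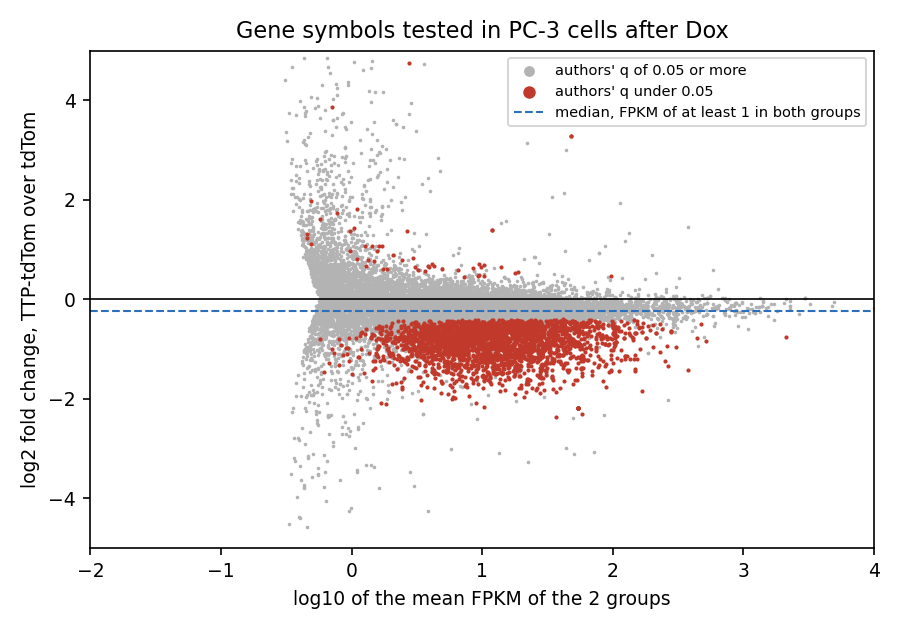
Log2 fold change (TTP-tdTom over tdTom) of 14763 tested gene symbols in the authors' deposited table against the log10 of the mean FPKM of the 2 groups. Each point is a gene, red where the authors' q was under 0.05, and the dashed line at -0.24 is the median of the 12027 gene symbols with an FPKM of at least 1 in both groups; 13 further genes lie outside the axes. Nearly all red points lie below 0.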

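The 640 rows of Supplementary Table S1 annotated as bound by TTP hold 630 gene symbols, and the 597 rows annotated with an AU-rich element hold 587. Of the 630 bound genes, 628 were lower with TTP in the authors' deposited table and 598, or 94.9%, had a q under 0.05 there. Of the 587 genes with an AU-rich element, 584 were lower in the authors' deposited table and 559, or 95.2%, had a q under 0.05. Of the 761 genes with neither annotation, 746 were lower and 703, or 92.4%, had a q under 0.05 in the authors' deposited table. The supplement annotates listed genes only, so an enrichment over the genes outside the list was not analysed here. The listed genes were filtered on significance in the same libraries, so that high shares were close to fixed with or without an annotation.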

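Counted by gene symbol, 968 genes of Supplementary Table S1 carry at least 1 of the annotations (bound by TTP, AU-rich element) and 249 carry both. In the authors' deposited table, 963 of the 968 were lower with TTP and 915, or 94.5%, had a q under 0.05. All 249 genes with both annotations were lower in the authors' deposited table, and 242 of them, or 97.2%, had a q under 0.05. As the list was filtered on significance in the same libraries, high shares were close to fixed for any of its genes. The rows of Supplementary Table S1 with neither annotation number 771, or 43.9% of the list.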

In total, 984 individual mRNAs altered by TTP expression in PC-3 cells have either previously been shown to be bound by TTP or have AU-rich elements, and 253 of these mRNAs have been shown to both be bound by TTP and have AU-rich elements. This suggests that many of these transcripts may be post-transcriptionally regulated by TTP.

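Within the listed genes, those with an AU-rich element had a median log2 fold change of -0.97 in the authors' deposited table, and those bound by TTP had one of -0.93. The median was -0.98 for genes with both annotations and -0.80 for genes with neither, again from the authors' deposited table. Genes with an AU-rich element fell further than the other listed genes by a difference in medians of -0.13 (permutation test across 1727 genes, two-sided, p = 1e-05, the smallest that 100000 permutations can give, adjusted p over the pair of annotations = 2e-05). For genes bound by TTP the difference in medians was -0.070 (permutation test across the same genes, two-sided, p = 0.00259, adjusted p = 0.00259). Genes are not independent replicates, so these p-values describe the list in these libraries. With the fold changes printed in Supplementary Table S1 the difference for bound genes was -0.045 and no longer passed (permutation test, p = 0.0845). From the share of altered mRNAs that carry 1 or both annotations, the paper proposes that many of these transcripts may be regulated by TTP after transcription.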

**Figure 7:**
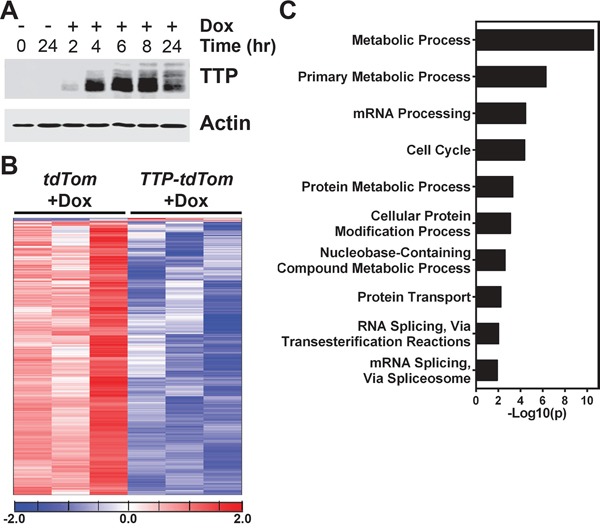
TTP alters metabolic processes in PC-3 cells **A.** Immunoblot analyses of TTP and Actin levels in PC-3 cells expressing *rtTA^2^* + *TTP* + *tdTom* either untreated or Dox-treated for the times indicated. **B.** Gene expression profiling of RNA-Seq data revealed that 1755 genes were differentially expressed between PC-3 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* after 4 hours of Dox treatment. Differentially expressed genes are provided in Supplementary Table S1. **C.** PANTHER analysis results showing the ten gene ontologies with the highest gene enrichment values for the genes differentially expressed between Dox-treated (4 hr) PC-3 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom*.

The genes differentially expressed by TTP induction in the RNA-Seq analysis were analyzed using the PANTHER GO-Slim Biological Process Classification System [17] to identify which biological pathways might be affected by TTP induction in prostate cancer cells. Unexpectedly, PANTHER analysis found that the metabolic process and primary metabolic process gene ontologies were the most significantly enriched by TTP expression suggesting that metabolic pathways are regulated by TTP (Figure 7C). A subset of nine genes found to be differential expressed in the RNA-Seq data from the primary metabolic process gene ontology were selected for further analysis by qRT-PCR to confirm that their expression is altered by the induction of TTP in PC-3 cells. These genes were selected to represent multiple metabolic pathways, including the pyruvate dehydrogenase complex (*PDK1*, *DLAT*), the citric acid cycle (*IDH3A*), the electron transport chain (*GPD2*, *CYCS*), branched-chain amino acid metabolism (*BCKDHB*, *DBT*), purine biosynthesis (*ADSS*), and the pyrimidine salvage pathway (*CMPK1*). Furthermore, with the exception of *PDK1*, these genes have been previously shown to either be bound by TTP [16] and/or to have AU-rich elements in their 3′UTRs [2] (Supplementary Table S1). These analyses confirmed that the expression of these metabolic genes was indeed reduced in Dox-treated TTP + tdTom-expressing PC-3 cells compared to Dox-treated tdTom-expressing PC-3 cells (Figure 8); however, RNA immunoprecipitation studies must be performed to prove that TTP directly binds to and regulates these mRNAs in prostate cancer cells.

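All 9 genes had a lower FPKM in the TTP-tdTom group and a q under 0.05 in the authors' deposited table, with log2 fold changes from -1.50 to -0.63 and a median of -1.18. GPD2 fell the most. It lies on chromosome 2 of GRCh37 from 157291965 to 157443002, and its FPKM in the authors' deposited table was 18.9 in the tdTom group and 6.67 in the TTP-tdTom group. IDH3A fell the least. It lies on chromosome 15 from 78441576 to 78462884, with an FPKM of 24.1 and 15.6 in the authors' deposited table and a q of 0.00289. DLAT, on chromosome 11 from 111894625 to 111957522, had the highest q of the 9 in the authors' deposited table, 0.0186, at a log2 fold change of -1.33. The other genes, 7 in all, shared the smallest p of 5e-05, which corresponds to a q of 0.00167 in the authors' deposited table. Their log2 fold changes in the authors' deposited table were -1.12 for PDK1, -1.33 for CYCS, -1.25 for BCKDHB, -1.04 for DBT, -0.81 for ADSS and -1.18 for CMPK1. BCKDHB and DBT had the lowest FPKM of the 9 in the tdTom group of the authors' deposited table, 3.65 and 3.85, and CYCS the highest, 43.1. The transcripts of the 9 genes had a GC content between 37.8% and 43.7%. In the deciles of transcript GC content that span this range, the median gene of the authors' deposited table had a log2 fold change between -0.75 and -0.34. With the FPKM of the authors' deposited table rescaled to the same sum over loci with a gene symbol, a setting chosen after seeing the data, the 9 log2 fold changes lay between -1.45 and -0.58. Centred on the median of gene symbols with an FPKM of at least 1, also chosen after seeing the data, they lay between -1.26 and -0.39, and centred on the median of all tested loci of the authors' deposited table between -2.09 and -1.22. Rescaling to the same sum over all loci, most of which came from 133 loci without a gene symbol, added 3.09 to every log2 fold change alike and put the 9 between 1.59 and 2.46.

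**Figure D2:**
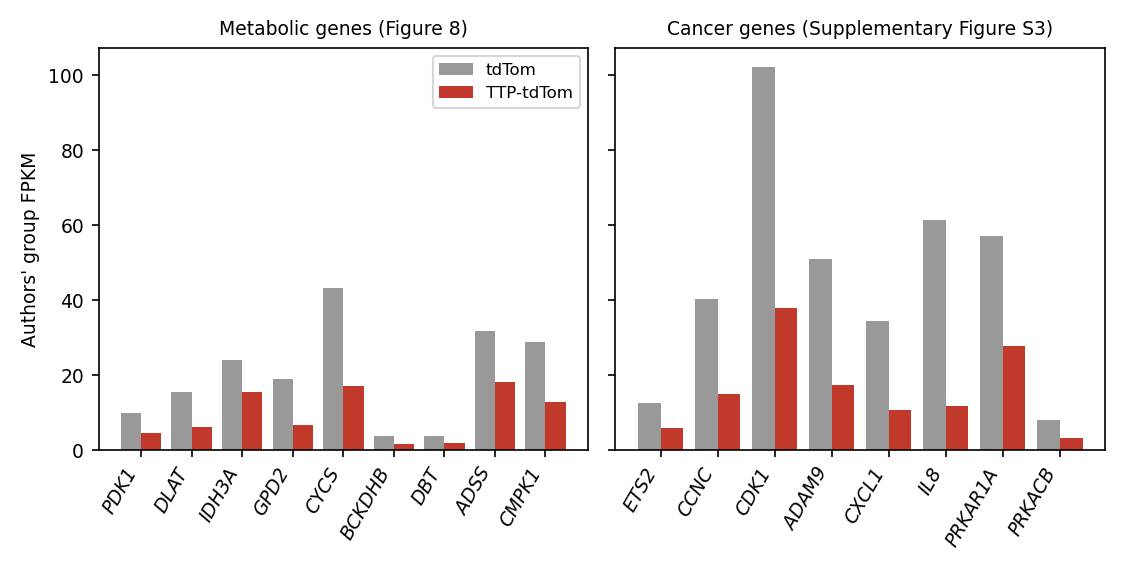
Group FPKM in the authors' deposited table for the 9 metabolic genes (left) and 8 of the cancer genes (right), in grey for tdTom and in red for TTP-tdTom. Each bar is 1 group value without an error, since replicates were not analysed. With FPKM as deposited, the red bar is the shorter of the pair for every gene.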

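In Supplementary Table S1, 8 of the 9 genes are annotated with an AU-rich element and 3 of them (DLAT, DBT and ADSS) as bound by TTP, while PDK1 has neither annotation. The longest annotated 3′UTR of each gene in GENCODE release 29 was searched for UAUUUAU, the heptamer at the core of AU-rich elements, which was present in 8 of the 9. DLAT and DBT held 5 copies each, in 3′UTRs of 1855 and 9336 bases. PDK1 held 1 copy in a 3′UTR of 12700 bases, and ADSS held 0 in 1092 bases. The percentage of the tdTom FPKM left in the TTP-tdTom group of the authors' deposited table was 46.0% for PDK1 and 57.0% for ADSS, against 39.6% for DLAT and 48.6% for DBT. It was 35.3% for GPD2 with 3 copies and 39.8% for CYCS with 2. With 1 copy each, BCKDHB had 41.9%, CMPK1 44.1% and IDH3A 64.6%. The number of copies therefore did not strictly order the falls of the 9 genes.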

**Figure 8:**
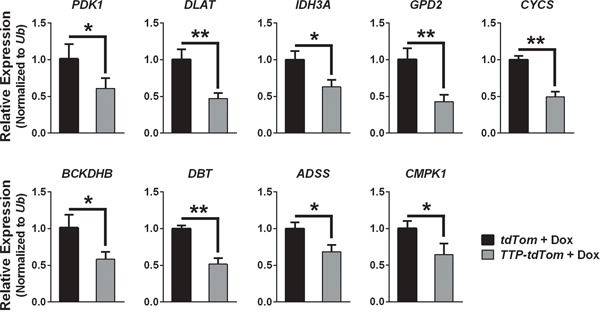
TTP alters the expression of genes involved in metabolic pathways in PC-3 prostate cancer cells qRT-PCR analyses showing the RNA expression levels of the indicated metabolic genes in Dox-treated (4 hr) PC-3 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom*. qRT-PCR results were normalized to levels of *Ub*. Error bars indicate standard error (*n*=3; *q<0.05, **q<0.01, Student's t-test corrected for multiple testing).

RNA-Seq analysis also revealed that TTP affects genes involved in other mechanisms important for prostate cancer growth and progression, and qRT-PCR confirmed these genes were down-regulated by TTP. This cast of targets includes oncogenes (*KRAS*, *ETS2*), cell cycle genes (*CCNC*, *CDK1*), metastasis genes (*ADAM9*), inflammatory chemokines (*CXCL1*, *IL8*), and subunits of PKC (*PRKAR1A*, *PRKACB*) (Supplementary Figure S3). 

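The 8 genes of this group reported here each had a lower FPKM in the TTP-tdTom group at the smallest p of the authors' deposited table. IL8, on chromosome 4 of GRCh37 from 74606223 to 74609433, fell the most, with an FPKM of 61.4 in the tdTom group and 11.8 in the TTP-tdTom group of the authors' deposited table and a log2 fold change of -2.38. CXCL1, on the same chromosome from 74735109 to 74737019, had a log2 fold change of -1.70 in the authors' deposited table. PRKAR1A fell the least, with an FPKM of 57.0 and 27.7 in the authors' deposited table and a log2 fold change of -1.04. CDK1 had the highest FPKM of the 8 in the tdTom group of the authors' deposited table, 102.2, and fell to 37.8. The remaining log2 fold changes in the authors' deposited table were -1.11 for ETS2, -1.44 for CCNC, -1.44 for CDK1, -1.56 for ADAM9 and -1.27 for PRKACB. The transcripts of the 8 genes had a GC content between 33.4% and 48.7%. Rescaled to the same FPKM sum over loci of the authors' deposited table with a gene symbol, a setting chosen after seeing the data, the 8 log2 fold changes lay between -2.33 and -0.99. They lay between -2.14 and -0.80 after centring on the median of expressed gene symbols, also chosen after seeing the data, and between -2.97 and -1.63 after centring on the median of all tested loci. Only the uniform shift from rescaling over all loci put them above 0, between 0.72 and 2.05. All 8 carry at least 1 of the annotations of Supplementary Table S1, 6 an AU-rich element, 7 binding by TTP and 5 both.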

Altogether, these studies suggest that TTP is a critical regulator of genes involved in prostate cancer development, progression, and metastasis.

To confirm that down-regulation of metabolic genes by TTP has functional consequences, the levels of select metabolites were measured in PC-3 or DU145 cells expressing rtTA^2^ + tdTom versus those expressing rtTA^2^ + TTP + tdTom following four hours of Dox treatment. First, the levels of ATP were decreased following TTP induction in both PC-3 and DU145 cells, and ADP levels were also lowered by TTP in PC-3 cells (Figure 9A). Reductions in ATP levels indicate that TTP compromises overall energy production in prostate cancer cells, and marked reductions in ADP levels show that the substrate required to make more ATP is also altered. Second, the levels of NAD+, a required cofactor for many redox reactions in metabolism, were also reduced in both cell lines, suggesting that metabolism is immediately dampened following TTP induction (Figure 7B). In contrast, the levels of NADP^+^ and NADPH forms were not altered by TTP in prostate cancer cells (Supplementary Figure S4). Finally, the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured in both of these cell lines after the addition of Dox. The basal level of OCR, the level of OCR following treatment of cells with oligomycin A, which blocks ATP synthase, the maximal level of OCR, measured following treatment of cells with the mitochondrial uncoupling agent FCCP, and level of OCR following treatment with rotenone, which blocks electron transport, were all markedly reduced following acute TTP induction (four hours post-Dox treatment) in both PC-3 and DU145 cells (Figure 9C and Supplementary Figure S5A and S5B). In addition, OCR levels in DU145 cells were further decreased in all treatment conditions when the cells were treated with Dox for 20 hours, suggesting that prolonged TTP induction enhances the impairment of mitochondrial respiration (Supplementary Figure S5C). In contrast, ECAR is unchanged by TTP in all of the conditions measured suggesting that TTP does not affect glycolysis in prostate tumor cells (Supplementary Figure S6). Thus, the tumor suppressor functions of TTP in prostate cancer include impairing oxidative phosphorylation, which is necessary for prostate tumor growth.

**Figure 9:**
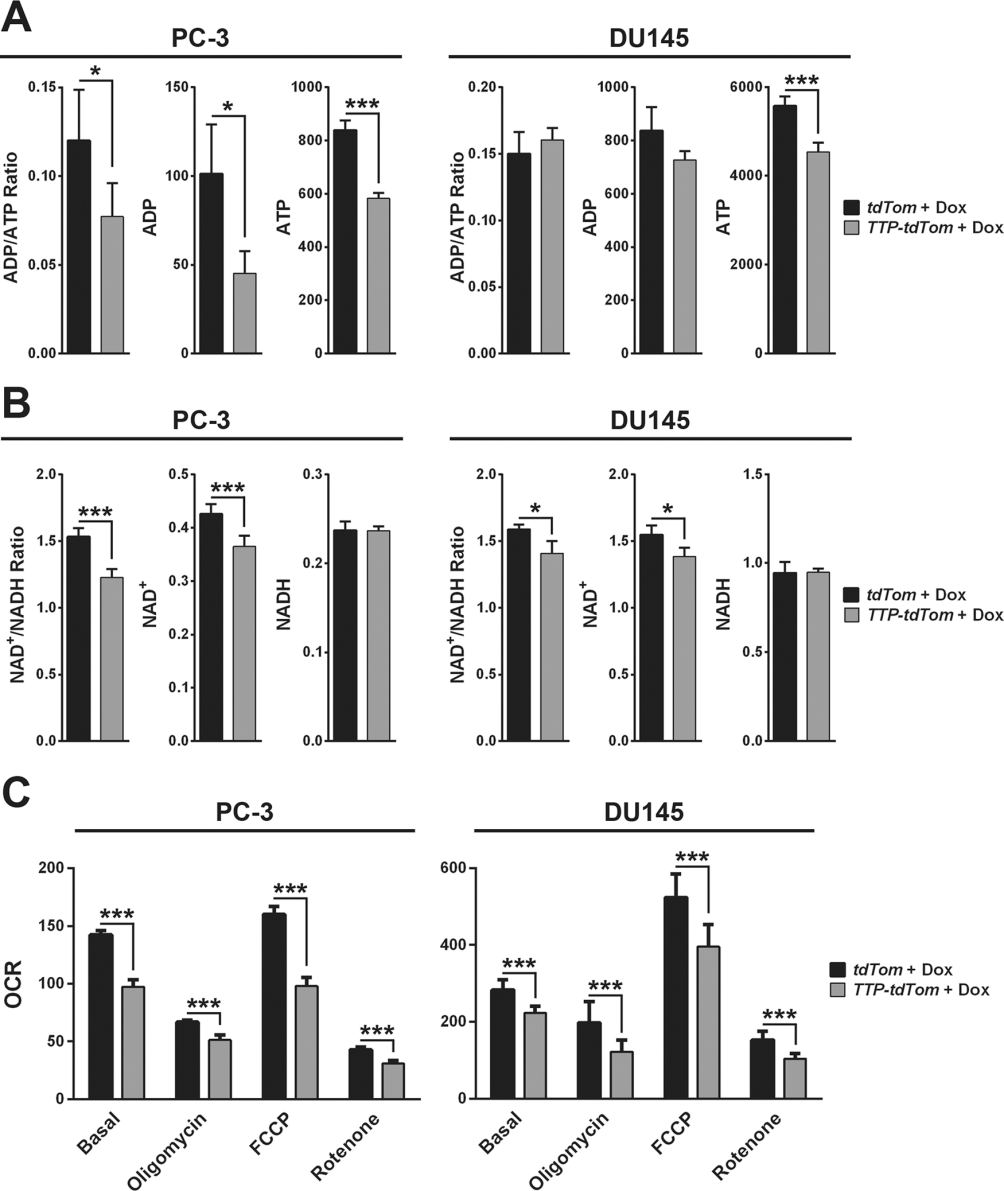
TTP impairs the metabolic functions of prostate cancer cells **A.** Bioluminescent assay of ADP and ATP levels (relative light units/μg protein) in Dox-treated (4 hr) PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* (*n*=3; *p<0.05, ***p<0.001, Student's t-test). **B.** Colorimetric assay of NAD+ and NADH levels (pmol/μg protein) in Dox-treated (4 hr) PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* (*n*=3; *p<0.05, ***p<0.001, Student's t-test). **C.** Seahorse analysis of OCR (pmol/minute) in Dox-treated (4 hr) PC-3 or DU145 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom*. Basal rates, and rates following the addition of oligomycin, FCCP, or rotenone, are shown (*n*=6; ***p<0.001, Student's t-test). Error bars provided indicate standard error.

## DISCUSSION

The data presented herein establish that the mRNA-binding and destabilizing protein TTP plays important roles in harnessing prostate cancer growth and tumorigenicity, and they suggest that reactivating TTP expression in aggressive prostate tumors, which express low levels of this protein, would be an effective means for disabling tumor metabolism. Specifically, using a tetracycline-inducible system to activate TTP expression in metastatic PC-3 prostate cancer cells that express low levels of endogenous TTP, we found that TTP blocks proliferation and provokes cell cycle arrest *ex vivo* and impairs tumorigenicity *in vivo*. Furthermore, using the same system to induce TTP in another metastatic prostate cancer cell line, DU145, confirmed many of these findings. In addition, these results are similar to those that established TTP as a tumor suppressor in Myc-driven mouse B cell lymphoma, where this protein also provokes cell cycle arrest *ex vivo* [5]. They are also generally in accord with the *in vitro* finding of others showing that prostate cancer cell proliferation can be altered by manipulating TTP levels [18], though our findings in PC-3 cells show that this does not occur through TTP targeting E2F1 expression (Supplementary Figure S7).

Importantly, the data presented here establish that TTP functions as a tumor suppressor of prostate cancer. First, induction of TTP expression in PC-3 and DU145 prostate cancer cells impairs their ability to form colonies *ex vivo*. Further, activation of TTP in PC-3 cells blocks their ability to grow *in vivo* as subcutaneous xenografts. These results are in accord with those performed in the Myc-driven B cell lymphoma mouse model where enforced TTP expression in B cells disables the maintenance of lymphomas in syngeneic transplant model [5]. Interestingly, a recent study reported links of histone deacetylase inhibitor (HDACi) activity to TTP, where treatment of colorectal cancer cells with HDACi activates the EGR1 transcription factor to induce TTP and provoke growth arrest [19]. Collectively, these findings suggest that developing new therapeutics that specifically stimulate TTP expression may be an avenue for treating patients with low-TTP expressing tumors.

Further, RNA-Seq analyses were performed to determine which biological pathways are directly affected by TTP expression in prostate cancer. To minimize secondary effects of TTP induction, these analyses were from cells treated with Dox for only four hours, which was the earliest time post-Dox treatment that TTP protein was present. Notably, over 1700 genes were still identified as having their expression altered in response to TTP. These results are similar to studies evaluating TTP's role in Myc-driven B cell lymphoma, where the expression of ~1100 genes was altered following acute TTP expression in *ex vivo* lymphoma cells [5]. Surprisingly, pathway analysis of genes differentially expressed by TTP induction in prostate cancer cells identified those involved in metabolic processes, in particular mitochondrial respiration and ATP homeostasis, as being the most commonly altered by TTP. Included were genes that express enzymes involved in the pyruvate dehydrogenase complex (*PDK1, DLAT*), the citric acid cycle (*IDH3A*), the electron transport chain (*GPD2*, *CYCS*), branched-chain amino acid catabolism (*BCKDHB*, *DBT*), purine biosynthesis (*ADSS*), and pyrimidine salvage (*CMPK1*). Most importantly, functional studies confirmed that the induction of TTP rapidly reduces both mitochondrial respiration and energy stores in prostate cancer cells. To our knowledge this is the first report of TTP regulating cancer metabolism. Notably, re-evaluation of expression profiling data following acute TTP expression in Myc-driven B cell lymphoma [5] found that mRNAs encoding the metabolic enzymes *Dlat*, *Idh3a*, *Gpd2*, and *Cycs* are also rapidly down-regulated targets of TTP in this context (data not shown). Thus, TTP impairs the expression of genes involved in mitochondrial respiration in both prostate cancer and lymphoma, and this is a key biological pathway altered by TTP in cancer. Further studies will be performed in both tumor models to understand how TTP affects cancer metabolism.

Finally, a major clinical challenge for prostate cancer treatment is the need to reduce overtreatment of this disease, where it has been estimated that in the United States two out of three low-risk prostate cancer patients receive unwarranted therapy [20]. This unnecessary treatment and its debilitating side effects, including incontinence, erectile and bowel dysfunction, severe pain, hot flashes, and muscle weakness, negatively impact the quality of life for tens of thousands of men annually. One way to address this challenge is to identify new biomarkers that distinguish aggressive from indolent prostate cancer, which would allow physicians to determine appropriate treatment plans that improve the quality of life for prostate cancer patients. Excitingly, the studies presented here reveal that *TTP* mRNA is an exceptionally promising biomarker candidate for prostate cancer risk assessment. First, there are marked reductions of *TTP* mRNA levels in metastatic prostate cancer compared to primary tumors. Further, it was found that men with low *TTP*-expressing primary prostate cancer have significantly increased chances of biochemical recurrence, an early precursor for tumor recurrence. These data strongly support the notion that TTP is also a promising prognostic biomarker that distinguishes aggressive versus indolent prostate cancer, which warrants future investigation.

## MATERIALS AND METHODS

### Cell culture

Human primary prostate epithelial cells (PrEC) (Lonza, CC-2255, Basel, Switzerland) were grown in the Prostate Epithelial Growth Media BulletKit (Lonza, CC-3166) according to the manufacturer's protocol. Human prostate cancer cell lines DU145 (ATCC, HTB-81, Manassas, VA, USA) and PC-3 (ATCC, CRL-1435) were maintained according to the manufacturer's protocol.

The Retro-X Tet-On Advanced Inducible Expression System (Clontech, 632104, Mountain View, CA, USA) was used to transduce PC-3 and DU145 cells with a reverse tetracycline transactivator (*rtTA^2^*). Briefly, 293T cells were CaPO_4_ transfected (Promega, E1200, Madison, WI, USA) with pRetroX-Tet-On-Advanced (*rtTA^2^*), pRetroX-Tight-pPGK-*tdTomato* (*tdTom*), or pRetroX-Tight-*TTP*-pPGK-*tdTomato* (*TTP-tdTom*) plus pMD1-old-*gag pol* and pCMV-VSV-G to produce retroviral supernatants. After filtration, retrovirus with polybrene was added to PC-3 or DU145 cells. Following infection with *rtTA^2^* retrovirus, cells were selected with G418 treatment. PC-3 + *rtTA^2^* and DU-145 + *rtTA^2^* cells were tested using the pRetroX-Tight-Pur-*Luc* plasmid in a Dox gradient, and maximal luciferase induction was found to occur with 300 ng/ml Dox treatment, which was used for all *in vitro* experiments presented. Then cells were infected with a second retrovirus containing either pRetroX-Tight-pPGK-*tdTomato* (*tdTom*), or pRetroX-Tight-*TTP*-pPGK-*tdTomato* (*TTP-tdTom*). Following infection with *tdTom* or *TTP-tdTom* cells were sorted by flow cytometry.

For growth curve analysis, 4x10^4^ cells were seeded overnight before Dox treatment. Three wells of each condition were individually collected at selected intervals and viable cells were counted. Media and Dox were replaced 72 hr after initial Dox treatment for growth curves longer than three days.

For apoptosis analysis, 2,500 cells were seeded in a 96 well plate overnight before Dox treatment. After the addition of Dox, three wells of each condition (No Dox and Dox-treated) were grown for 48 hours. Then using the Caspase-Glo 3/7 Assay (Promega, G8090, Madison, WI, USA) the luminescence produced by active Caspase 3 and Caspase 7 in each well was measured on a BioTek Cytation 3 imaging microplate reader (BioTek, Winooski, VT, USA). For clonogenic growth assays, 800 cells were seeded 48 hr before Dox treatment and assay was performed as previously described [21].

### RNA preparation and analyses

RNA was prepared, cDNA was synthesized, and quantitative real-time PCR (qRT-PCR) was performed as previously described [5]. Data analyses used the ΔΔCt method, where levels of *ubiquitin* (*Ub*) mRNA served as the internal control. For experiments where the expression of multiple genes was tested, we generated q-values using a correction for multiple testing as described by Benjamini and Hochberg [22]. 

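The sequences of 17 primer pairs were matched to the human transcripts of GENCODE release 29, and both primers of each pair were found exactly. The primers of 16 pairs matched the transcripts of 1 gene. The CYCS pair matched CYCS, with an amplicon of 141 bases in the coding sequence, and a transcript of 1 other gene. The pair named TTP matched 3 transcripts of ZFP36 with an amplicon of 149 bases, which lies in the coding sequence of 2 of them.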

Oligonucleotides are provided in Supplementary Table S2.

### Western blot analyses

Protein from cells was prepared, separated on SDS-PAGE gels, and transferred to membranes as previously described [5]. Membranes were blotted for antibodies specific for TTP (from Dr. Perry Blackshear, National Institute of Environmental Health Sciences, Research Triangle Park, NC, USA), E2F1 (BD Transduction Labs, E511120, San Diego, CA, USA) and actin (Sigma, AC-15, St. Louis, MO, USA).

### Gene expression profiling analysis

Normalized gene expression data was obtained from GSE21034 [15] and converted to log2 expression. Statistical analysis of microarray gene expression was performed using a two-tailed Mann-Whitney test for group comparisons, and statistical analysis of biochemical recurrence data was performed using a log-rank test, both using GraphPad Prism 6.0d (GraphPad Software Inc., La Jolla, CA, USA).

RNA was prepared from Dox-treated cells (4 hr) to generate RNA Sequencing (RNA-Seq) libraries. RNA-Seq library preparation was performed using the NuGen Ovation Encore Complete kit. Briefly, 100 ng of RNA was used to generate cDNA and a strand-specific library following the manufacturer's protocol (NuGEN Technologies, Inc., San Carlos, CA, USA). Quality control steps including analysis on the BioAnalyzer RNA chip and qRT-PCR for library quantification were performed. The libraries were then sequenced on the Illumina NextSeq 500 sequencer (Illumina, San Diego, CA, USA) with a 75-base paired-end run in order to generate 40-50 million read pairs per sample. Sequence reads were aligned to the human genome (Hs37D5) in a splice-aware fashion using Tophat2 software [23]. Aligned reads were then condensed into transcripts to calculate differential expression at both the gene and transcript levels with Cufflinks software [24]. Cufflinks FPKM values of differential expressed genes were used to generate heatmaps using MATLAB R2014b software (The MathWorks Inc.). The RNA-Seq data for these samples are available from the Gene Expression Omnibus (GEO) under Accession GSE87532. Gene over-representation analysis was performed using the PANTHER GO-Slim Biological Process annotation dataset in the PANTHER Classifications (Version 10.0) [17] and a Bonferroni corrected p-value.

### Flow cytometry analysis

Dox-treated cells (48 hr) were analyzed using the FITC BrdU Flow Kit (BD Biosciences, 559619, San Diego CA, USA) as previously described [5].

For cell cycle analysis, Dox-treated cells (48 hr) were harvested and fixed overnight in 70% ethanol at 4°C. Fixed cells were then washed twice in PBS and stained with 1.25 μg/ml DAPI (Sigma, D9542). Cells were sorted using a FACSCanto II flow cytometer and the data was analyzed using a ModFit*LT* manual deconvolution model (Verity Software House, Topsham, ME, USA).

For senescence analysis, Dox-treated cells (48 hr) were pre-treated with 50 μM chloroquine for 1 hr to increase the internal pH of lysosomes, and were then stained with 33 μM of 5-dodecanoylaminofluorescein di-β-D-galactopyranoside (C_12_FDG), a fluorogenic substrate for β-galactosidase activity [25]. Cells were sorted using an LSR II flow cytometer (BD Biosciences) and senescence analysis was performed using Flowjo software (Flowjo LLC, Ashland, OR, USA). For all flow cytometry analyses, aggregates were gated out using forward and side scatter pulse width gating, and the data were analyzed using singlets.

### Xenograft assay

PC-3 cells expressing *rtTA^2^* + *tdTom* or *rtTA^2^* + *TTP* + *tdTom* were resuspended in PBS, and mixed 1:1 with matrigel (BD Biosciences, 356234) at 1x10^7^ cells/ml. 1x10^6^ cells (100 μl) were injected subcutaneously into the left rear flank of 8 week old male *Nude* recipients (The Jackson Laboratory, 002019, Bar Harbor, ME, USA). Three days after transplant the mice were changed to a diet containing Dox (1g/kg) (Bio-Serv, S3949, Flemington, NJ, USA)). Mice were imaged using an IVIS 200 system (PerkinElmer, Waltham, MA, USA) to measure the tumors. Radiant efficiency [(photons/sec/cm^2^/sr)/(μW/cm^2^)] for each tumor was calculated by Living Image 3.1 software (PerkinElmer) and averaged for each PC3 xenograft subtype. All animal studies were approved by the University of South Florida IACUC.

### Metabolic assays

Cells were seeded overnight and Dox treated for either 4 hr or 20 hr as indicated in the text. ADP/ATP, NADP^+^/NADPH, NAD^+^/NADH ratios were measured using detection kits (Sigma-Aldrich, MAK135, MAK038, and MAK037, respectively). Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using a Seahorse Bioscience XF96 Analyzer (Seahorse Bioscience, North Billerica, MA, USA) as previously described [26].

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Tristetraprolin disables prostate cancer maintenance by impairing proliferation and metabolic function
**Source:** Oncotarget. 2016 Nov 5;7(50):83462–75. doi: 10.18632/oncotarget.13128
**Supplement:** Supplementary file 1

## Tristetraprolin disables prostate cancer maintenance by impairing proliferation and metabolic function

### SUPPLEMENTARY FIGURES AND TABLES

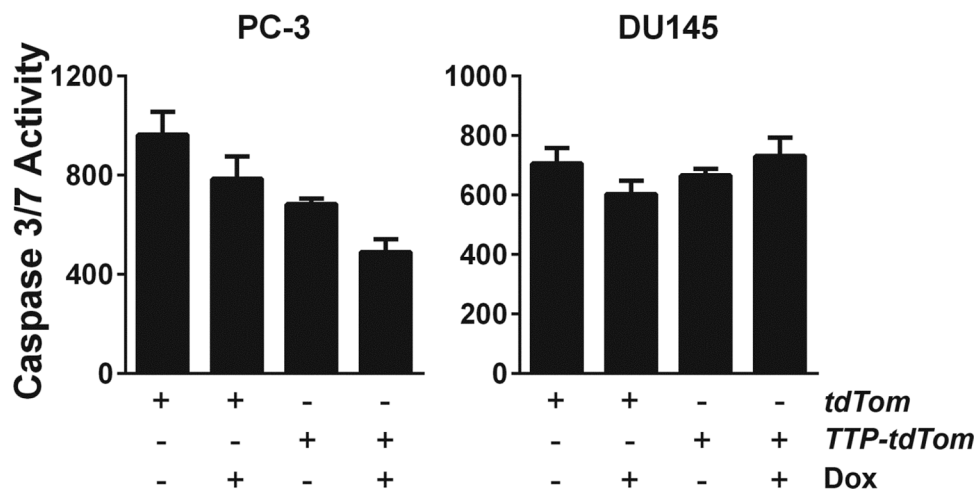

**Supplementary Figure S1: Induction of TTP in prostate cancer cells does not induce apoptosis.** The activity of Caspase 3 and Caspase 7 in PC-3 or DU145 cells expressing *rtTA*<sup>2</sup> + *tdTom* or *rtTA*<sup>2</sup> + *TTP* + *tdTom* either untreated or Dox-treated for 48 hr. Caspase activity is measured by luminescence using the Caspase-Glo 3/7 Assay (Promega) ( $n=3$ ). Error bars indicate standard error.

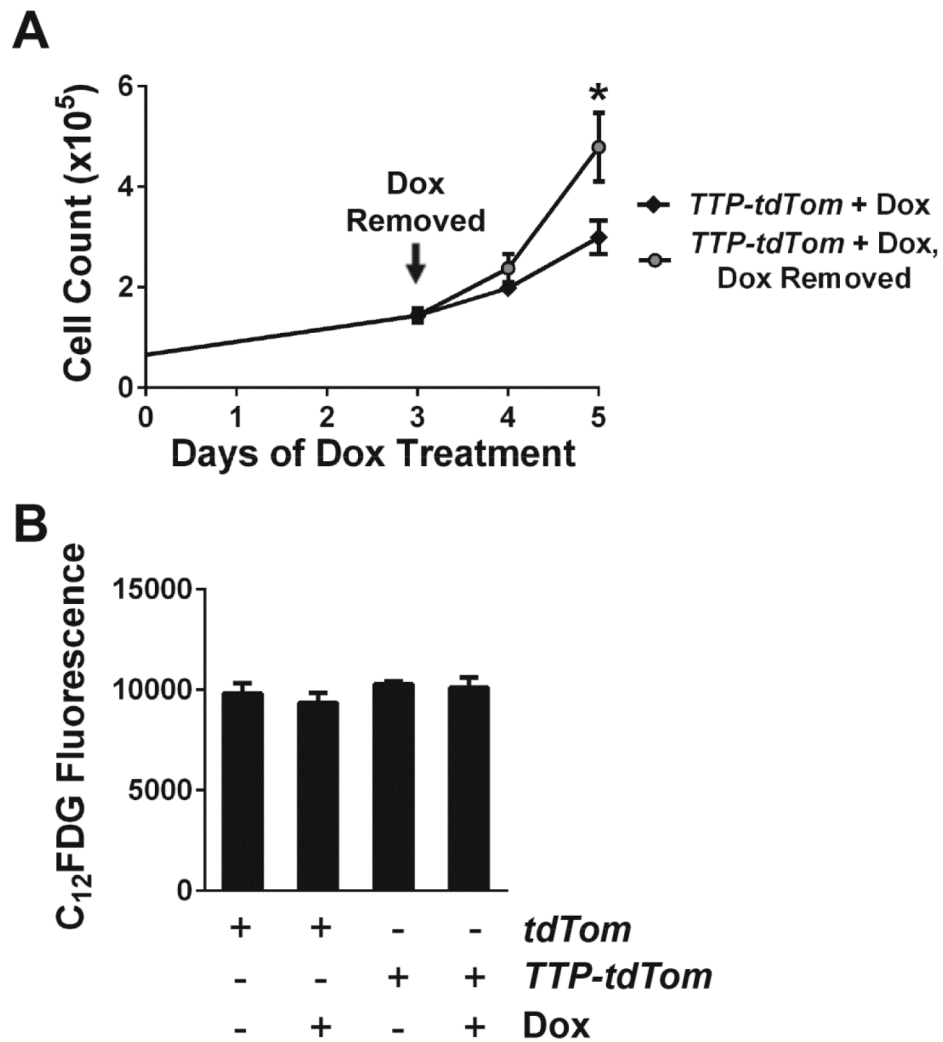

**Supplementary Figure S2: Cell growth impaired by TTP is not caused by senescence.** **A.** PC-3 expressing *rtTA*<sup>2</sup> + *TTP* + *tdTom* cells were grown in the presence of Dox for three days. Dox was then removed from half of the wells. The average number of cells for each condition was determined at the indicated time points ( $n=3$ ; \* $p<0.05$ , Student's t-test). **B.** Analysis of  $\beta$ -galactosidase activity in PC-3 cells expressing *rtTA*<sup>2</sup> + *tdTom* or *rtTA*<sup>2</sup> + *TTP* + *tdTom* +/- Dox treatment for 48 hr. Cells were labeled with 5-dodecanoylamino fluorescein di- $\beta$ -D-galactopyranoside (C<sub>12</sub>FDG), a fluorogenic substrate for  $\beta$ -galactosidase activity, and analyzed by flow cytometry ( $n=3$ ). Error bars indicate standard error.

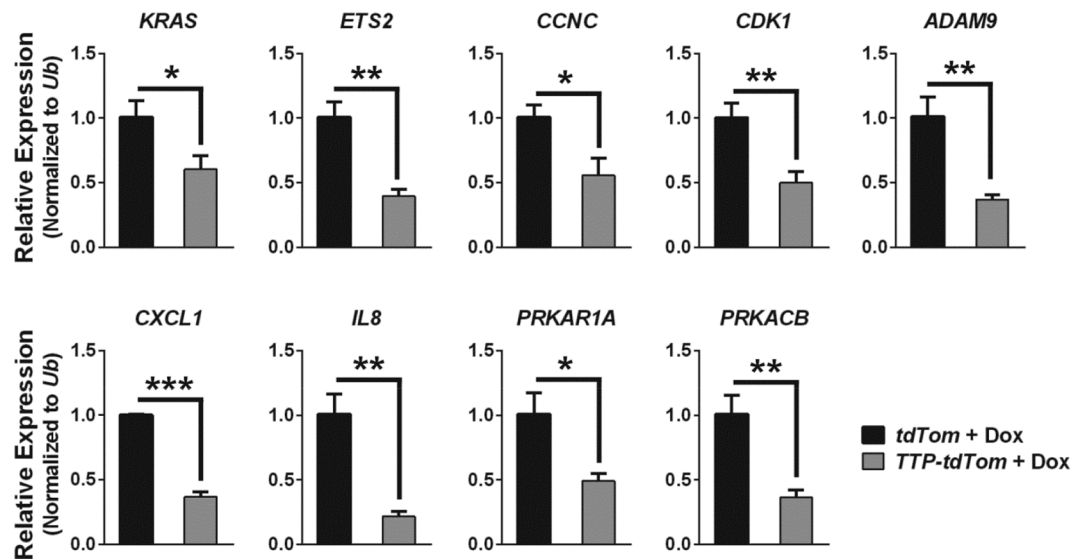

**Supplementary Figure S3: TTP alters the expression of cancer associated genes in PC-3 prostate cancer cells.** qRT-PCR analyses showing the mRNA levels of select cancer-associated genes in Dox-treated (4 hr) PC-3 cells expressing *rtTA*<sup>2</sup> + *tdTom* or *rtTA*<sup>2</sup> + *TTP* + *tdTom*. qRT-PCR results were normalized to levels of *Ubiquitin* (*Ub*) mRNA. Error bars indicate standard error ( $n=3$ ; \* $q<0.05$ , \*\* $q<0.01$ , \*\*\* $q<0.001$ , Student's t-test corrected for multiple testing).

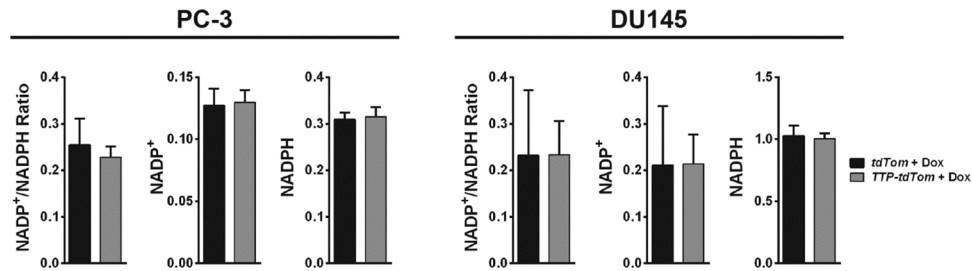

**Supplementary Figure S4: TTP does not affect NADP<sup>+</sup> or NADPH levels in prostate cancer cells.** Colorimetric assays of NADP<sup>+</sup> and NADPH levels (pmol/μg protein) in Dox-treated (4 hr) PC-3 or DU145 cells expressing *rtTA*<sup>2</sup> + *tdTom* or *rtTA*<sup>2</sup> + *TTP* + *tdTom*. Error bars indicate standard error.

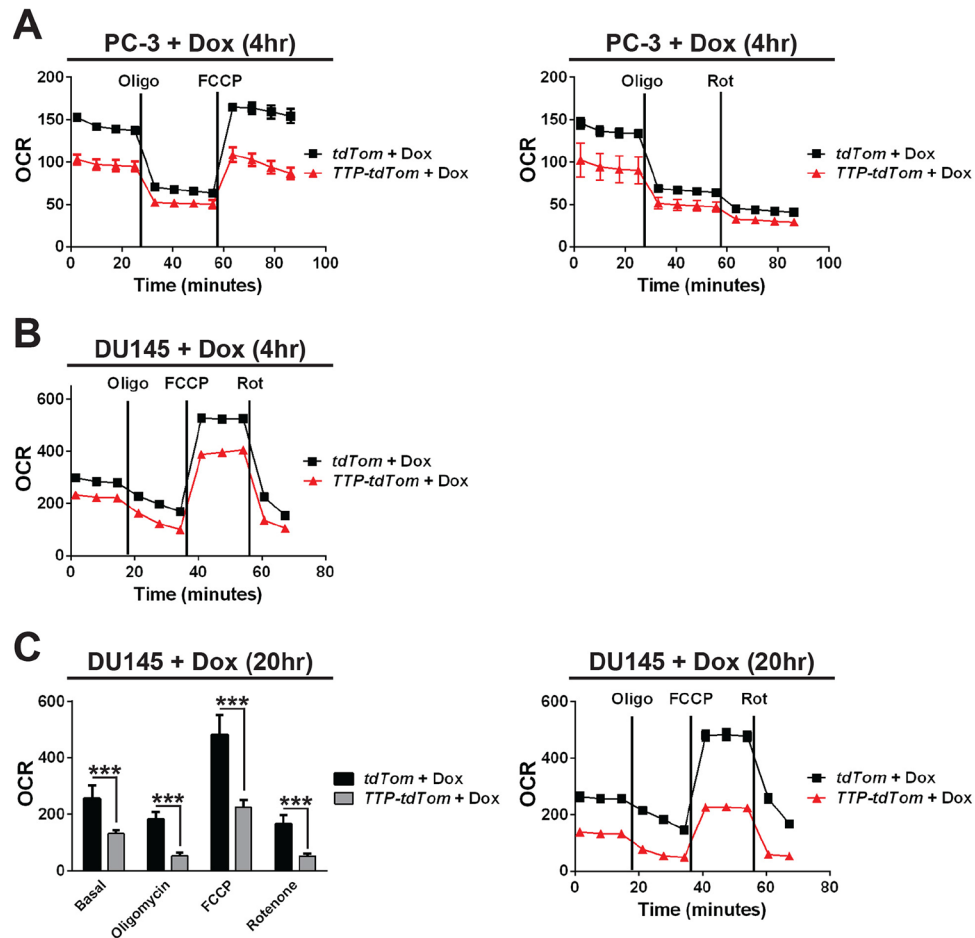

**Supplementary Figure S5: TTP expression impairs OCR in prostate cancer cells.** **A.** Seahorse OCR (pmol/minute) traces of PC-3 cells expressing  $rtTA^2 + tdTom$  or  $rtTA^2 + TTP + tdTom$  Dox-treated for 4 hr prior to analysis. **B.** Seahorse OCR (pmol/minute) traces of DU145 cells expressing  $rtTA^2 + tdTom$  or  $rtTA^2 + TTP + tdTom$  Dox-treated for 4 hr prior to analysis. **C.** Seahorse OCR (pmol/minute) analysis and traces of Dox-treated (20 hr) DU145 cells expressing  $rtTA^2 + tdTom$  or  $rtTA^2 + TTP + tdTom$ . Basal rates, and rates following the addition of oligomycin (Oligo), FCCP, or rotenone (Rot), are shown ( $n \geq 6$ ; \*\*\* $p < 0.001$ , Student's t-test). Error bars provided indicate standard error.

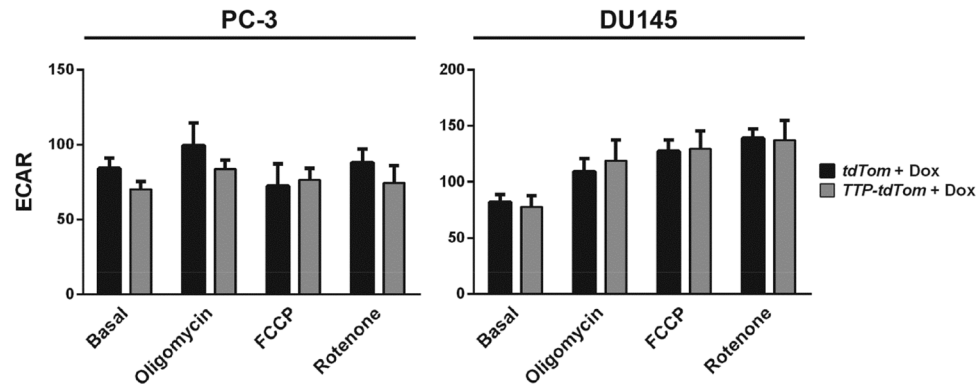

**Supplementary Figure S6: TTP does not alter ECAR in prostate cancer cells.** Seahorse analysis of ECAR (mpH/minute) in Dox-treated (4 hr) PC-3 or DU145 cells expressing *rtTA*<sup>2</sup> + *tdTom* or *rtTA*<sup>2</sup> + *TTP* + *tdTom*. Basal rates, and rates following the addition of oligomycin, FCCP, or rotenone, are shown ( $n=6$ ). Error bars provided indicate standard error.

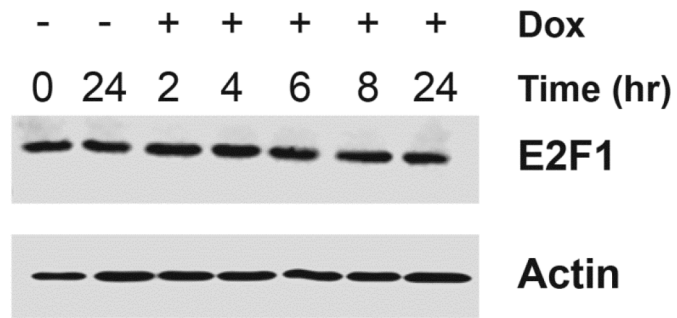

**Supplementary Figure S7: TTP does not affect E2F1 protein expression in PC-3 cells.** Immunoblot blot analyses of E2F1 and Actin levels in PC-3 cells expressing *rtTA<sup>2</sup> + TTP + tdTom*. Cells were either untreated or Dox-treated for the times indicated.

**Supplementary Table S1: Genes differentially expressed between PC-3 + *rtTA*<sup>2</sup> + *tdTom* and PC-3 + *rtTA*<sup>2</sup> + *TTP-tdTom* cells Dox-treated for 4 hr**

See Supplementary File 1

Supplementary Table S2: qRT-PCR Oligos

| Gene           | Sequence                                             |
|----------------|------------------------------------------------------|
| <i>ADAM9</i>   | CACGATGATGGGAGAGATTG<br>TGCACTGCAACTGCTAAA           |
| <i>ADSS</i>    | GGGTAGAGAGTTTGGTGTAAC<br>AGTGCCAACGCAGTAAAT          |
| <i>BCKDHB</i>  | GTACGGGCAAACTCAGAAA<br>TCCACCAAAGGCAACATC            |
| <i>CCNC</i>    | GACCTTTGCTCCAGTATGTG<br>GCAAAGATCCGTTCTGTAGG         |
| <i>CDK1</i>    | GGCCAGAAGTGGAATCTTTA<br>GAGAGCAAATCCAAGCCA           |
| <i>CMPK1</i>   | ACCTTCAAGGATGGAACAAG<br>TCATCACTCCTACCACTACTC        |
| <i>CXCL1</i>   | CCCAAGAACATCCAAAGTGT<br>AAGCTTTCCGCCCATTC            |
| <i>CYCS</i>    | CTTACACAGCCGCCAATAA<br>AGTCTGCCCTTTCTTCCT            |
| <i>DLAT</i>    | GGCAGTAGAGAAAGGGATTG<br>GCAGGAGCAACTTTACTAGG         |
| <i>ETS2</i>    | CAGTCTCTCTGCCTCAATAAG<br>GCACAGCTGCAGGTATAA          |
| <i>GPD2</i>    | TCACAGGGCAGGAATTTG<br>AGCTGCTGCGTCTTTATC             |
| <i>IDH3A</i>   | TTGTGACCATTCGAGAGAAC<br>CTCGGTGATGAGCTTGATAC         |
| <i>IL8</i>     | TTGCCAAGGAGTGCTAAAG<br>CACTCTCAATCACTCTCAGTTC        |
| <i>PDK1</i>    | AGGCGTCTGTGTGATTTG<br>TGTGATAGAGATGGGATGGT           |
| <i>PRKACB</i>  | TCAGCAAGGGCTACAATAAG<br>GAATTGGTTGGTCTGCAAAG         |
| <i>PRKARIA</i> | GGAGAGACGGATGTCTATGT<br>GCTCTCGGTGTTCCATAAAT         |
| <i>TTP</i>     | CAAGACTGAGCTATGTCGGACCTT<br>CCTGGAGGTAGAACTTGTGACAGA |
| <i>UB</i>      | ACCTGACCAGCAGCGTCTGATATT<br>TCGCAGTTGTATTTCTGGGCAAGC |

How the deposited data were processed for this re-analysis (not part of the article)

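RNA-Seq was performed by the authors on PC-3 cells carrying the Tet-On transactivator with either tdTom or TTP-tdTom, 3 samples of each, after 4 hours in 300 ng/ml Dox. Strand-specific libraries were sequenced in paired-end runs, reads were aligned with Tophat2 to Hs37D5 and transcripts were assembled and compared with Cufflinks. The authors' deposited table is the output of that comparison at the level of gene loci. Its FPKM values, 1 per group and locus, were computed by the authors by dividing fragments by transcript length and by library size, and each locus carries an identifier, its coordinates and, for some loci, RefSeq names and gene symbols. Its log2 fold changes are the authors' ratios of the group FPKM values, deposited as tdTom over TTP-tdTom; the sign was turned here, and the ratio was checked against the FPKM values at every locus with an FPKM above 0 in both groups (largest difference 4.24e-05). Its p-values and q-values are the authors' own, deposited for each tested locus, with a smallest p of 5e-05 and a smallest q of 0.00167.

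The calls of altered genes use the authors' q under 0.05, and no test between groups was run on the group values. The design written before the data were examined allowed for counts or values per sample; as the table holds 1 FPKM value per group, the replicate fits named there were not run. The 6 samples' own values were not analysed here, the methods give the number of read pairs aimed for in each sample but the table does not show the number reached, and no interval or spread between replicates is given. Starts of loci are counted from 1. Symbols were kept as in the table, and a symbol at several loci was represented by the locus with the most RefSeq transcripts, then the highest FPKM. Genes named in the text were set by a rule written before the data were examined: ZFP36, the 9 metabolic genes, the cancer genes, E2F1, ubiquitin genes including UBB and RPS27A, ZFP36L1 and ZFP36L2, and the 5 symbols with the largest fall and the 5 with the largest rise among called symbols with an FPKM of at least 1 in both groups. A few genes of this rule and 1 primer pair are not reported here.

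Supplementary Table S1 was joined by gene symbol and, as an alternative, by locus identifier. Its annotations were compared within the list by a permutation test of the difference in medians (100000 permutations, two-sided). Gene sets were drawn up by symbol, and each set's median log2 fold change was placed among 10000 random lists of the same size matched on deciles of expression. For sequence features, each symbol was matched to the protein-coding transcripts of GENCODE release 29 by name, with NCBI gene synonyms for older symbols; only sequences and names were used, and no coordinate of that annotation is given. Of 12989 gene symbols with an FPKM of at least 1 in a group and above 0 in both, 11864, or 91.3%, had a transcript with a 3′UTR. The heptamer UAUUUAU was sought in the longest 3′UTR and compared between lowered and uncalled genes by Fisher's exact test and by 10000 draws of uncalled genes, with replacement, matched on deciles of 3′UTR length and quintiles of expression. All p-values across genes describe these libraries, as genes are not replicates.

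The alternatives tried were q thresholds of 0.01 and 0.1, a minimum FPKM of 1 or 10, an adjustment recomputed over named or expressed loci, a minimum absolute log2 fold change of 1, pseudocounts of 0.1 and 1, centring on several medians, and rescaling FPKM to the same sum. The functions were tested on simulated values for 14776 genes, 200 of them changed by 1 on the log2 scale. Of these, 193 were called, with 9 unchanged genes. The simulated noise was independent between genes and known to the test, so these counts do not bear on the authors' calls. Of 200 lists with no shift, also of independent values and with fewer draws than in the data, 9 lay outside their matched lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. The qRT-PCR, immunoblot, metabolite, growth, xenograft and patient data of the paper, the PANTHER analysis and the enrichment of annotations over the genome were not analysed here.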

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

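The tests on loci read in 1 group were chosen after the result was seen; the tests on strand and on the genes outside Supplementary Table S1 were chosen before. Loci without a gene symbol are not discussed in the paper. In the authors' deposited table, 26970 of them had a q under 0.05 and a higher FPKM in the TTP-tdTom group, against 11617 with a lower one. Of the 38587 called loci without a symbol, 99.03% had an FPKM of 0 in 1 of the groups, and of the 374 with values in both, 338 were lower with TTP and 36 higher. Short loci made most of the calls, with 33449 at loci of up to 500 bases, 24084 of them higher, and 225 at loci over 3000 bases, 30 of them higher. The median log2 fold change of tested loci without a symbol fell with locus length, from 1.60 at up to 500 bases to 0.20 over 3000. A candidate explanation is that the authors' test calls loci assembled from reads of 1 group only. Fragments of DNA are another: they would fall on both strands of a gene. Strand was inferred from the order of the loci, taken to run along 1 strand of a chromosome and then the other. Inside loci that hold a single gene, loci without a symbol on the gene's strand were 1.15 times as many as on the other strand (1809 and 1572). Fragments on the gene's own strand can be merged into the gene's row, so this ratio does not settle the question, and the excess cannot be told apart from DNA in the libraries. No difference in depth between the groups could be tested, since no counts were analysed. No biological explanation of the excess was tested.

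A total of 1235 gene symbols were called in the authors' deposited table and are not among the genes of Supplementary Table S1, on which the paper's pathway analysis rests. Of these, 1188 were lower with TTP and 47 higher, and 1157 have a protein-coding RefSeq name. Their median FPKM, averaged over the groups, was 0.60 times that of the 1617 shared genes. Among those with an FPKM above 0 in both groups, 1229 and 1616 genes, the median FPKM was 8.65 against 14.4, and the median log2 fold change was closer to 0 by 0.17 (-0.74 against -0.91). The list was itself filtered on significance in the same libraries, which favours larger changes and higher FPKM among the shared genes, so that neither difference tests why these genes are absent from it. The different level of testing was not tested either. The paper's own comparison, which its methods describe as made at the gene and transcript levels, was not rerun here.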

How the results depend on the processing

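The alternatives were fixed before the data were examined, except where they are said to be chosen after seeing the data. No paired analysis was possible because the authors' deposited table holds 1 value per group; for the same reason the fit with a replicate block and the fits leaving out each replicate were not run, and other splits of the samples could not be counted. The number of altered loci, 41371, was 10466 at a q threshold of 0.01, 2773 with the adjustment recomputed over loci with a symbol or RefSeq name, and 2864 by unique gene symbols. With restrictions chosen after seeing the data it was 2784 for loci with a symbol and 3153 for loci with an FPKM above 0 in both groups. The share of these loci lower with TTP, 34.7%, was above 50% under the same restrictions: 97.9% over loci with a symbol or RefSeq name, 97.8% over unique symbols and, chosen after seeing the data, 98.0% over loci with a symbol and 97.1% over loci above 0 in both groups, a filter that removes nearly all calls higher with TTP. Centring the loci with a symbol gave 98.0% too, but calls already selected for the size of their change could hardly change sign. The cause is shown by the loci without a symbol, of which 30.1% of the calls were lower. The q thresholds, the minimum FPKM, the minimum fold change and the centrings set in advance left the share between 30.9% and 35.2%. Rescaling to the same FPKM sum gave 27.3%. For the centrings and the rescaling this outcome was close to fixed. Of the called loci without a symbol, 11279 were listed at 0 in the TTP-tdTom group and 26934 at 0 in the tdTom group. A uniform shift cannot change the direction of such loci.

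The median log2 fold change of all tested loci was 0.59. It was -0.14 at loci with an FPKM of at least 1 in both groups, -0.24 at an FPKM of at least 10 and 3.68 after rescaling to the same sum. Chosen after seeing the data, it was -0.18 over loci with a symbol and -0.24 over gene symbols with an FPKM of at least 1 in both groups.

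Rescaling FPKM to the same sum added 3.09 to every log2 fold change, because the sum was 258426669 in the tdTom group against 30290608 in the TTP-tdTom group. The 133 loci above 100000 FPKM, none with a symbol and with a median length of 76 bases, made up 99.2% of the first sum and 89.3% of the second. It reversed 28 of the 33 named genes and all 4 gene sets. The log2 fold change became 1.97 for PDK1, 1.76 for DLAT, 2.46 for IDH3A, 1.59 for GPD2, 1.76 for CYCS, 1.84 for BCKDHB, 2.05 for DBT, 2.28 for ADSS and 1.91 for CMPK1; 1.99 for ETS2, 1.65 for CCNC, 1.66 for CDK1, 1.53 for ADAM9, 1.40 for CXCL1, 0.72 for IL8, 2.05 for PRKAR1A and 1.82 for PRKACB; and 3.09 for ZFP36, 2.59 for E2F1, 3.02 for UBB, 2.91 for RPS27A, 2.30 for ZFP36L1, 1.85 for ZFP36L2, 0.78 for PHLDA2 and 0.90 for IPW and the SNORD116 copies of its locus. The set medians became 2.92 for the respiratory chain, 2.95 for ribosomal proteins, 2.80 for the citric acid cycle and 2.83 for glycolysis. Over loci with a symbol, a sum chosen after seeing the data, the shift was 0.052, and among named genes and gene sets it reversed ZFP36 alone (0.048). The size of this shift depends on the SNHG12 locus. It held 50289 of the 496570 FPKM summed in the TTP-tdTom group, against 36.1 of 514804 in the tdTom group. The shift without that locus was not computed. Centring on the median of gene symbols with an FPKM of at least 1, also chosen after seeing the data, adds 0.24 and reversed ZFP36 (0.24), UBB (0.17) and RPS27A (0.054), and the medians of the respiratory chain (0.065) and of ribosomal proteins (0.097). The pseudocounts and the centring on all tested loci reversed none of the 33 named genes.

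The difference in medians for genes bound by TTP was -0.0697. It was -0.045 with the fold changes of Supplementary Table S1 (permutation p = 0.0845) and, within quintiles of transcript GC content, a setting chosen after seeing the data, -0.0695 with a permutation p of 0.171. Shuffling within quintiles changes only the shuffles, which differed by -0.037 on average, and leaves the difference itself uncorrected for GC content. For the AU-rich element the difference was -0.133, and -0.129 with the fold changes of Supplementary Table S1. Its shuffles within quintiles differed by -0.024 on average, and p was the smallest that the permutations give in each of these settings. The cause of the changes other than those named was not tested. Without the number of fragments counted in each sample, no limit of detection can be given for loci listed at 0.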

Differences from the paper's values

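The paper's number of altered gene transcripts is 1755, and 41371 loci had a q under 0.05 in the authors' deposited table. None of the alternatives set before the data were examined closed the gap; the nearest were 2773 loci with a symbol or RefSeq name and 2864 unique gene symbols. The paper's share of altered genes with lower expression is 99%, and that of the 41371 loci is 34.7%. Both comparisons set unlike units side by side. The paper counts gene transcripts with a symbol, whereas 38587 of the 41371 loci carry none. Among the alternatives set before the data were examined, 2 came near the paper's value but stayed below it. These were the adjustment over loci with a symbol or RefSeq name (97.9%) and unique gene symbols (97.8%). The q thresholds, the minimum FPKM, the minimum fold change, the centrings and the rescaling did not come near it. Restrictions chosen after seeing the values, to loci with a symbol (98.0%) and to loci above 0 in both groups (97.1%), also came near it from below. The latter removes the loci listed at 0 in the tdTom group, which made up nearly all calls higher with TTP, so that its result was close to fixed.

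For PRKACB the paper's log2 fold change in Supplementary Table S1 is -2.57, against -1.27 in the authors' deposited table. Its FPKM in Supplementary Table S1 is 2.99 in the tdTom group and 0.504 in the TTP-tdTom group. In the authors' deposited table it is 8.04 and 3.33. Whether the same transcripts were counted in both was not tested, and the settings below cannot test it. A ratio above 1.5 was taken as a difference, as neither table gives an error. With fold changes centred on the median of all tested loci, an alternative set before the data were examined, PRKACB had -1.86, within the ratio of 1.5. That centring subtracts 0.59 from every gene, and under it 4 other genes differed from Supplementary Table S1 by more than the ratio: IDH3A (-1.22, the paper's value -0.60), DBT (-1.63, the paper's -0.99), ADSS (-1.40, the paper's -0.81) and PRKAR1A (-1.63, the paper's -1.07). The pseudocounts (-1.25 and -1.06) and the rescaling to the same sum (1.82) did not close the gap. Nor did centring on the median of gene symbols with an FPKM of at least 1 (-1.03) or rescaling over loci with a symbol (-1.22), both chosen after seeing the values. BCKDHB also differed under the pseudocount of 1 (-0.88, the paper's -1.52). IDH3A also differed when centred on the median of gene symbols (-0.39, the paper's -0.60). Under the rescaling to the same sum, all the metabolic and cancer genes reported here differed.

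With fold changes as deposited, the other metabolic and cancer genes reported here differed by less than this ratio. The paper states that cells with the TTP transgene express TTP after Dox; at the ZFP36 locus of the authors' deposited table the FPKM was 5.54 in the TTP-tdTom group and 5.56 in the tdTom group.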

Other observations

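The tests on scaling, GC content of the fragments and transcript length were chosen after the result was seen, and the others before. The ZFP36 locus, where a rise would mark the induced transgene, had an FPKM of 5.54 in the TTP-tdTom group and 5.56 in the tdTom group of the authors' deposited table, a q of 0.982. A transgene that differs from human ZFP36 is a possible explanation. The TTP primers of Supplementary Table S2 match 3 human ZFP36 transcripts exactly, which leaves the remaining sequence of the transgene open. The absence of a rise cannot be told apart from such a difference. Among the relatives of TTP, ZFP36L1 had a log2 fold change of -0.79 and ZFP36L2 one of -1.25 in the authors' deposited table, both with a q of 0.00167. E2F1, which the discussion names, had one of -0.50 with a q of 0.33.

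Genes with AU-rich transcripts fell further. Across 11864 gene symbols, Spearman's rho between the log2 fold change of the authors' deposited table and transcript GC content was 0.473, and the share of lowered genes went from 60.3% in the lowest GC decile to 2.53% in the highest. The median log2 fold change went from -0.75 to -0.085 between these deciles, a difference of -0.67, so a single scaling factor between the groups does not account for the pattern, as it would shift all deciles alike. A dependence of the library on the GC content of the fragments is a candidate explanation. It would act on coding sequence too: among 3082 genes with no AUUUA in the 3′UTR, rho with the GC content of the coding sequence was 0.165, against 0.391 in all genes. The weaker relation leaves this explanation open. Transcript length added little, with a median rho of -0.061 within quintiles of GC content.

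The heptamer UAUUUAU stood in the 3′UTR of 62.7% of 2717 lowered genes and 28.2% of 9107 uncalled genes (odds ratio 4.28). The shuffled heptamer UUUAAUU gave an odds ratio of 4.34, so the raw comparison does not separate the motif from AU content. Matched on 3′UTR length, expression and GC content, a setting chosen after seeing the data, lowered genes had an odds ratio of 1.78 for UAUUUAU against matched uncalled genes (62.7% against a mean of 48.5%, none of 10000 draws above 51.5%). The shuffled heptamer had one of 1.31 (60.9% against 54.3%). The nonamer UUAUUUAUU had one of 1.57. An effect of the motif itself, beyond AU content, is consistent with the larger ratio of UAUUUAU, but part of the enrichment cannot be told apart from AU-rich sequence of any order.

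Decay of spliced mRNA alone would leave introns unchanged. The strand of loci was again inferred from their order. Loci without a symbol on the gene's strand inside 56 lowered genes had a median log2 fold change of -0.44 in the authors' deposited table, a difference of -0.235 from the mean of draws from 150 uncalled genes matched on expression, at percentile 1.74 of the draws. On the opposite strand, in 214 lowered genes, the median was 0.29, at percentile 88.4. This may reflect less primary transcript, an effect of the library on whole genes, or exons missing from the annotation, which was not tested, and the number of genes is small.

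The paper places the change in respiration and energy metabolism. A set of 82 genes, gathered by symbol for the respiratory chain and ATP synthase, had a median log2 fold change of -0.18 in the authors' deposited table. As it was gathered by symbol, and includes COX4NB and ATP5SL, not every member need be a subunit. The median was closer to 0 than random lists matched on expression (mean -0.25, percentile 99.31), and 7 of the 82 genes were called, all lower. Matched also on GC content, a setting chosen after seeing the data, the percentile was 98.7, so neither expression nor GC content accounted for the smaller fall. The 77 cytosolic ribosomal proteins had a median of -0.14 (percentile 100) and 0 calls. The medians of 17 citric acid cycle genes (-0.29, percentile 41.9, 4 called) and 17 glycolysis genes (-0.27, percentile 38.3, 2 called) lay within the matched lists; matched on GC content as well, glycolysis was at percentile 4.37. Centred on the median of gene symbols, the respiratory chain and ribosomal medians change sign, to 0.065 and 0.097. The authors' deposited table has 0 rows on the mitochondrial chromosome, so mitochondrially encoded subunits were not analysed here.

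The largest fall outside the genes the paper names was that of PHLDA2, with an FPKM of 97.6 in the tdTom group and 19.6 in the TTP-tdTom group of the authors' deposited table and a log2 fold change of -2.32, with neither annotation in Supplementary Table S1 and a transcript GC content of 63.1%. The other 4 symbols chosen by the rule, IPW and SNORD116 copies, share 1 locus on chromosome 15 (log2 fold change -2.19). The largest rise was at the locus of SNHG12 and the small nucleolar RNAs within it. The FPKM there was 36.1 in the tdTom group and 50289 in the TTP-tdTom group of the authors' deposited table. Each value covers several RNAs together and has no spread between replicates. Whether the rise reflects induction or the scaling of FPKM to the length of short transcripts was not tested.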
